A study of Mus musculus with 12 samples. Its data were reported in "A conserved molecular logic for neurogenesis to gliogenesis switch in the cerebral cortex" (2024).

How the data were processed

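Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in 12 libraries from cortical cells of wild-type mouse embryos. Per the labels, plasmids were electroporated into the cortical ventricular zone at embryonic day 13.5, cortices were dissected at embryonic day 16, GFP-positive cells were sorted, and 50000 cells went into each library. The control libraries received a GFP plasmid alone and the Shh libraries received a plasmid for ShhN (the amino-terminal signalling part of Sonic hedgehog) together with GFP. The description in the main text of the study differs from the labels in the plasmid that marks the cells, in the mouse line and in the embryonic age; the labels were followed.

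The authors deposited 3 peak lists in BED format on the mouse genome build mm10, and the labels attach each list to 4 libraries: GFP control pool, Shh pool a and Shh pool b. Per the file headers, the peaks were called by Genrich at a maximum q-value of 0.1, from read pairs of 40 and 40 bases mapped to the genome with a repeat filter. The mapping tool and the Genrich settings are given there only as codes. Whether adapter insertion sites were shifted, and whether Genrich combined the 4 libraries as replicates or as 1 pool, is not stated. The authors' deposited score of each peak is a whole number with a ceiling of 1000, and its scale is not stated; it was used only to rank or filter peaks within a list. The lists hold no read counts, so the depth of each library is unknown, and no interval for depth could be given. Lists were not given per library here, so no spread between libraries was measured. With 1 control list and 2 Shh lists, 1 in 3 ways to choose the odd list is the real one, and no p-value between conditions was calculated.

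Peaks of the 3 lists were merged into union regions where they shared at least 1 bp. A region was called gained when both Shh lists held a peak in it and the control list held none, and lost when only the control list held one. The classes that split the 2 Shh lists served as the yardstick for differences between pools of one treatment. Pairs of lists were compared by the share of peaks that overlapped and by the base-pair Jaccard index, which is the length in both lists divided by the length in either. Shares of peaks or regions carry 95% Wilson intervals, which cover counting error only. Peaks and regions are not replicates, so every test over regions compares these lists and not the conditions.

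Gene positions came from a RefSeq table of GRCm38.p6, the assembly behind mm10, with 21887 protein-coding genes placed on chromosomes. The table holds neither strand nor exons. The planned promoter interval, from the transcription start site to 2 kb upstream, was therefore replaced by the 2 kb outside either end of a protein-coding gene together with that end, and the planned distance of 100 kb from the start site by 100 kb from the gene body. Whether a region lies in an exon, an intron or a UTR was not determined. Gene-end shares of gained and lost regions were each compared with regions in all 3 lists by a two-sided Fisher's exact test. The motif tests, planned for 8 motifs, need the genome sequence and were not run.

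The 15 preset genes were chosen before the data were examined, from genes that the study discusses: 11 linked to glial, olfactory bulb interneuron or Shh target programs and 4 linked to the excitatory lineage or to repression. All 15 were found in the table. Further genes chosen for the lists, and the planned share of lost regions near the second group, are not reported here; they were taken out after all values had been seen and for a reason unrelated to the values, so the shares describe the remaining genes and not the lists as planned. For each list of genes, the share of nearby union regions that were gained or lost was set against 10000 random lists of protein-coding genes matched on the number of regions near each gene, within 10% or 1 region. The length covered by peaks near a gene was ranked among protein-coding genes matched in the same way. This ranking and 2 further lists, of 10 ventral telencephalon genes and 11 excitatory neuron genes, were added after the lists had been examined. No gene of these 2 lists is a preset gene, and *Dlx1* and *Dlx2* were kept out because gained regions near them had already been seen.

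Besides the preset genes, the text names the 5 gained regions with the highest mean score percentile over both Shh lists and the 5 lost regions with the highest percentile in the control list. Because 2955 gained and 2548 lost regions tied at the ceiling, ties were broken by the mean length covered by peaks, a choice made after the scores were seen. Agreement between lists was Spearman's correlation of the score over regions in all 3 lists, taking the highest peak of a region.

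The alternatives chosen before the data were examined were an overlap of 50% of the shorter peak, absence only with no peak within 500 bp, the same number of peaks from each list (56903, the highest scoring, with ties broken by width), chromosomes 1 to 19 and X, each Shh list left out, peaks counted singly, 1 kb on both sides of gene ends, genes within 50 kb, and regions away from gene ends for the rank agreement. Alternatives added later were peaks at the score ceiling only, leaving out unplaced contigs and the 1 Mb windows in which 10 or more regions shared a class that splits the 2 Shh lists, all annotated genes in place of protein-coding ones, and covered length in place of the score.

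For windows of 1 Mb with at least 5 regions in all 3 lists, the mean log ratio of covered length to the control was calculated over these regions in each Shh pool, with the mean outside the windows of split classes subtracted and a 95% interval from 1000 bootstrap draws of regions; of the 48 windows of split classes, 40 could be tested. The scripts were tested on simulated data. All of the 20000 simulated regions received their true class (100%) under each of the 3 overlap rules. A simulated list of 12 genes with an excess reached percentile 100, and 40 simulated lists without one had a mean percentile of 46.4. The number of union regions, 69925, was the same from bedtools 2.31.1. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. Coordinates are 1-based.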

Results

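To determine how Shh changes chromatin accessibility in the embryonic cortex, ATAC-seq peaks were compared between sorted GFP-positive cortical cells that had received a GFP plasmid and cells that had received ShhN with GFP. The 12 libraries fell into 3 pools of 4 libraries each, 1 GFP control pool and 2 Shh pools (a and b), and each pool had 1 peak list. The control list held 56903 peaks, Shh pool a 59281 and Shh pool b 62500. The peaks covered 38.2 Mb in the control, 40.4 Mb in Shh pool a and 43.7 Mb in Shh pool b. Their median width was 498 bp in the control, 514 bp in Shh pool a and 518 bp in Shh pool b. The authors' score reached its ceiling of 1000 in 83.1% of control peaks, 83.7% of Shh pool a peaks and 82.8% of Shh pool b peaks. Read depth was unknown for every library, so a peak missing from a list was a region not called at that depth. No value below has a replicate check within the control, and the difference between the 2 Shh lists was the only measure of spread.

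The first comparison asked whether the 2 Shh lists resembled each other more than either resembled the control. Of the peaks of both lists together, 88.5% were shared between Shh pool a and Shh pool b (95% Wilson interval 88.3% to 88.7%). The shared percentage was 85.3% for control and Shh pool a (85.1% to 85.5%) and 84.1% for control and Shh pool b (83.9% to 84.3%). The Jaccard index was 0.724 for the Shh pair, 0.690 for control and Shh pool a, and 0.672 for control and Shh pool b. The Shh pair therefore lay above both control pairs, by 3.15 percentage points over the nearer one. This shared percentage moved most when a peak within 500 bp counted as shared, to 89.9% for the Shh pair, 86.9% for control and Shh pool a, and 85.9% for control and Shh pool b. By direction, 87.3% of control peaks overlapped a peak of Shh pool a and 88.9% overlapped a peak of Shh pool b, whereas 91.4% of Shh pool a peaks overlapped one of Shh pool b. In the other direction, 85.7% of Shh pool b peaks overlapped one of Shh pool a, a lower share than for control peaks in either Shh list, and 83.5% of Shh pool a peaks and 79.8% of Shh pool b peaks overlapped a control peak.

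Over the 45582 regions in all 3 lists, Spearman's correlation of the score was 0.418 for the Shh pair, 0.387 for control and Shh pool a, and 0.340 for control and Shh pool b. The correlation is across regions, which are not independent replicates. In 83.0% of these regions the highest peak of each list was at the score ceiling. The order of the pairs depended on the setting. With the same number of peaks from each list, control and Shh pool a (0.296) came above the Shh pair (0.275). With the length covered by peaks in place of the score, the correlation was 0.914 for the Shh pair, 0.883 for control and Shh pool a, and 0.877 for control and Shh pool b.

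Merging the lists gave 69925 union regions, of which 65.2% were in all 3 lists. To identify regions that followed the treatment, regions in both Shh lists only were counted as gained and regions in the control list only as lost. There were 6383 gained regions. In contrast, 2678 regions were in the control and Shh pool b only, and 1944 were in the control and Shh pool a only. Gained regions were 2.38 times as many as the larger of these 2 classes and made up 58.0% of the 11005 regions found in exactly 2 lists (95% Wilson interval 57.1% to 58.9%). There were 4277 lost regions, compared with 3063 regions in Shh pool a only and 5998 in Shh pool b only. Lost regions made up 32.1% of the 13338 regions found in exactly 1 list (31.3% to 32.9%), and their number lay between those of the Shh pools. This order depended on the lengths of the lists. With the same number of peaks from each list, 5492 lost regions lay above both Shh pool a only (3305) and Shh pool b only (4341).

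**Figure D1:**
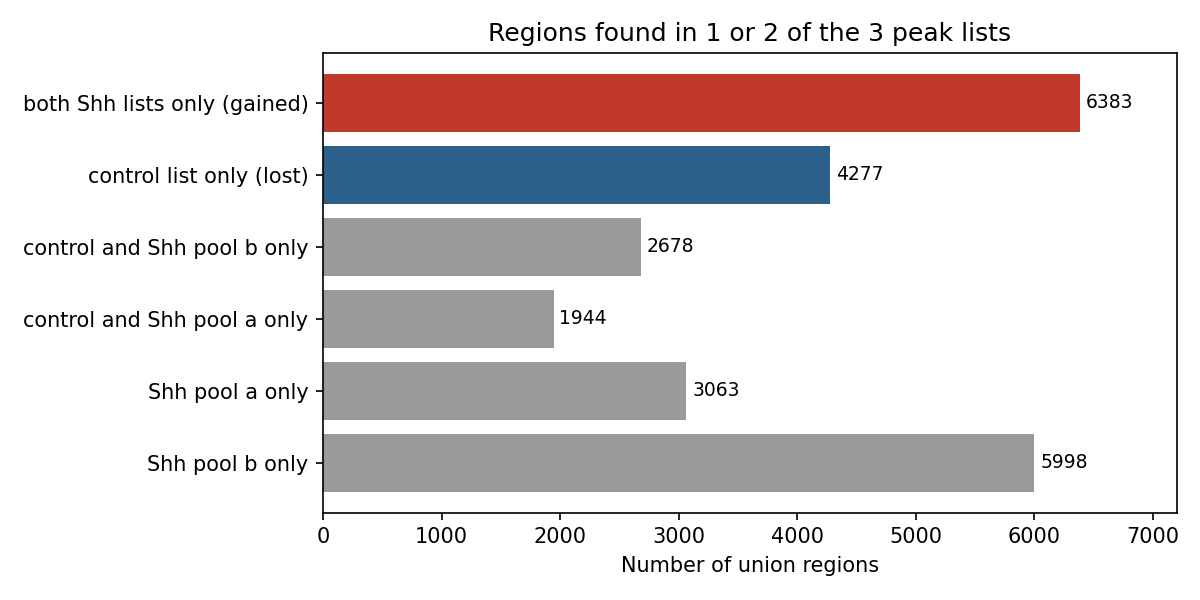
Bars give the number of union regions in each class found in 1 or 2 of the 3 peak lists (x axis, number of regions). The gained class (red, 6383 regions) is the largest, the lost class (blue, 4277) lies between the classes found in a single Shh list, and gray bars mark the classes that split the 2 Shh lists.

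Gained regions outnumbered lost ones by 1.49 to 1, but this ratio also depended on the lengths of the lists and was 0.901 with the same number of peaks from each list (4948 gained regions). Under that setting gained regions remained more numerous than the classes missing from 1 Shh list only, 2405 in the control and Shh pool b and 2827 in the control and Shh pool a. The list chosen for Shh also decided the counts. Shh pool b alone against the control gave 12642 gained and 6296 lost regions, and Shh pool a alone gave 9809 gained and 7225 lost regions. Gained regions had a median width of 437 bp and lost regions of 273 bp, compared with 739 bp for regions in all 3 lists. Merging peaks of more lists widens a region, so these classes are not directly comparable. The median was 381 bp for control and Shh pool b only and 339.5 bp for control and Shh pool a only. It was 306 bp for Shh pool a only and 321 bp for Shh pool b only. The highest peak of each list with a peak was at the score ceiling in 46.3% of gained regions and 59.6% of lost regions.

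Regions at gene ends were compared next. Of the regions in all 3 lists, 26.6% touched the end of a protein-coding gene or the 2 kb outside it (95% Wilson interval 26.2% to 27.0%). The share was 8.48% for gained regions (7.82% to 9.18%) and 4.02% for lost regions (3.47% to 4.65%). Both were lower than in regions in all 3 lists by a two-sided Fisher's exact test over regions (gained, odds ratio 0.256, p = 4.26e-263; lost, odds ratio 0.116, p = 5.68e-317). The classes that split the Shh lists were low as well, at 6.12% for control and Shh pool b only, 5.09% for control and Shh pool a only, 7.02% for Shh pool a only and 8.30% for Shh pool b only. A low share at gene ends was therefore common to the classes not shared by all lists. The gained share lay above both classes found in the control and 1 Shh list, with intervals that did not overlap. Including all annotated genes moved these shares most, to 15.9% of gained, 9.59% of lost and 33.7% of regions in all 3 lists.

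The *Olig1* and *Olig2* locus on chromosome 16 was examined region by region, since the study asked how Shh acts on *Olig2*. *Olig2* lies at 91225550 to 91228677 and *Olig1* at 91269769 to 91271939, 41.1 kb apart (mm10). Within 100 kb of either gene there were 24 union regions. Of these, 15 were in all 3 lists, 4 were gained, 1 was in Shh pool a only, 4 were in Shh pool b only, and 0 were lost or in the control and 1 Shh list. The peaks covered 10428 bp in the control, 18489 bp in Shh pool a and 21442 bp in Shh pool b.

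The 4 gained regions at this locus all lay outside gene bodies. The first spanned 91141345 to 91141539 (195 bp), 84.0 kb from *Olig2*, and the second spanned 91265903 to 91266412 (510 bp), 3.36 kb from *Olig1*. The third spanned 91300632 to 91301958 (1327 bp), 28.7 kb from *Olig1*, and the fourth spanned 91304992 to 91306197 (1206 bp), 33.1 kb from *Olig1*. Their peaks were at the score ceiling, except in the third region (944 in Shh pool b) and the fourth (982 in Shh pool a). Both of these scores ranked below most peaks of their list, since at least 82.8% of the peaks of each list were at the ceiling. Among the 15 regions in all 3 lists, 10 were wider in both Shh lists than in the control and 1 was narrower in both, whereas genome-wide 43.0% of regions in all 3 lists were wider in both and 27.8% were narrower in both. The region at 91191300 to 91193295, 32.3 kb from *Olig2*, was covered over 477 bp in the control, 1667 bp in Shh pool a and 1884 bp in Shh pool b. The region at 91224692 to 91226294, which overlaps *Olig2*, was covered over 880 bp in the control, 1502 bp in Shh pool a and 1454 bp in Shh pool b. The region at 91269148 to 91271311, which overlaps *Olig1*, was covered over 737 bp in the control, 2030 bp in Shh pool a and 1928 bp in Shh pool b. These 3 regions were picked out after their values were seen. From the same ATAC-seq data, the study had already reported more open chromatin at *Olig1*, *Olig2* and its 3 Gli3 sites. The values here are therefore no independent check of that report. The first of these regions lies inside the interval that the study gives for its Gli3 site GBS2. The third gained region overlaps the interval given for GBS3. When a region counted as absent only with no peak within 500 bp, gained regions fell from 4 to 2 near *Olig2* and from 3 to 2 near *Olig1*. Without Shh pool a there were 9 near *Olig2* and 8 near *Olig1*, and without Shh pool b there were 8 and 7. Within 50 kb there was 1 gained region near *Olig2*, and the 3 near *Olig1* remained.

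**Figure D2:**
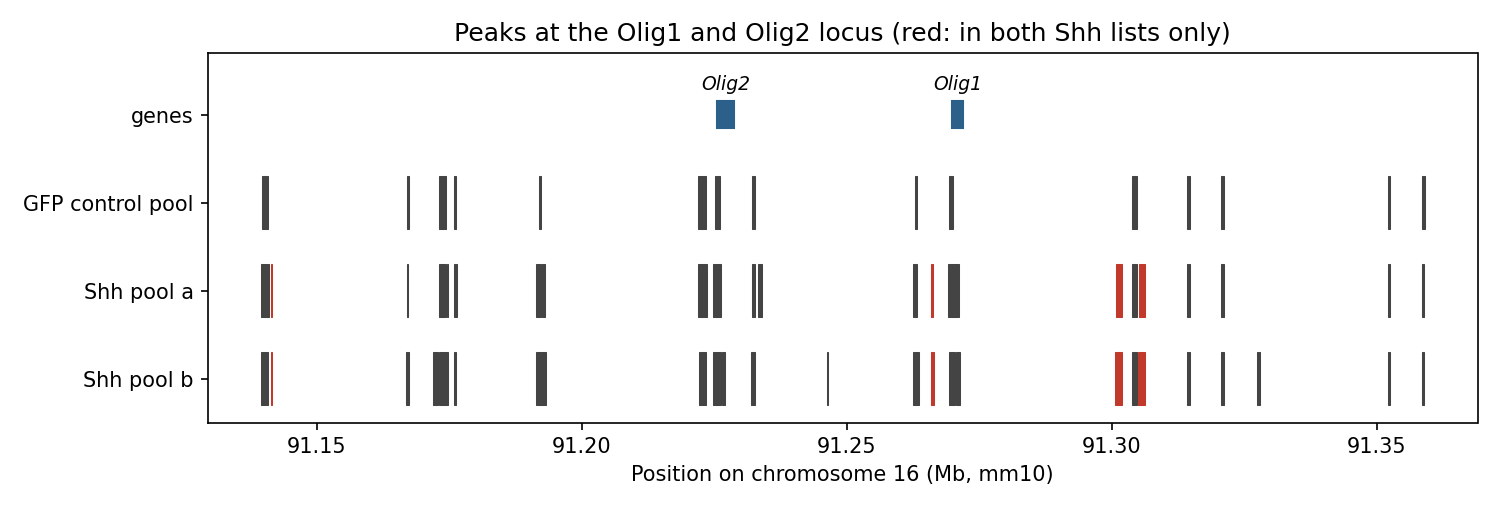
Peaks of each list (black, and red where the region is in both Shh lists only) and the 2 genes (blue) are drawn along chromosome 16 (x axis, position in Mb, mm10). The 4 red regions are present in Shh pool a and Shh pool b and have no control peak, and the peaks over *Olig2* and *Olig1* are wider in both Shh pools than in the control.

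The other preset genes were compared by the length that peaks covered within 100 kb. Around *Olig1* (21 regions) covered length was 1.89 times the control in Shh pool a and 2.20 times in Shh pool b. Around *Olig2* (22 regions) it was 1.86 times in Shh pool a and 2.16 times in Shh pool b. Around *Gsx2* (chromosome 5, 75075601 to 75077893; 21 regions, 8 of them gained) it was 1.82 times in Shh pool a and 2.25 times in Shh pool b. The lower of the 2 ratios lay at percentile 99.8 among matched genes for each of these 3 genes. *Olig1* and *Olig2* share most of their regions (24 within 100 kb of either gene), so their values describe 1 locus. For the Shh target gene *Ptch1* (chromosome 13, 63508328 to 63573460) the ratios were 1.43 and 1.86, at percentile 98.0, with 2 gained regions that lay in a window where pools of one treatment also differed. For *Gli1* (chromosome 10, 127329882 to 127341579), another target, both ratios were 1.17, at percentile 78.1. *Egfr*, *Sp8*, *Sox9*, *Sox10*, *Id1* and *Aldh1l1* had 1 or 2 gained regions each, and their lower ratio lay between percentile 31.6 (*Sox10*) and percentile 95.8 (*Sox9*). *Sox10* also had 2 lost regions, and *Gsx2* and *Gli1* had 1 lost region each.

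Among genes linked to the excitatory lineage or to repression, *Pax6* (chromosome 2, 105668896 to 105698410; 24 regions) had 4 gained and 1 lost region, *Bcl11b* had 2 gained and 0 lost, *Gli3* had 1 gained and 1 lost, and *Eomes* had 0 of either. Around *Pax6* covered length was 1.22 times the control in Shh pool a and 1.54 times in Shh pool b, and the lower ratio lay at percentile 81.5 among matched genes. The ratios were 1.31 and 1.36 for *Bcl11b* (percentile 91.6), 1.29 and 1.27 for *Eomes* (percentile 90.9 for the lower ratio), and 1.01 and 1.09 for *Gli3* (percentile 28.4). *Bcl11b* and *Eomes* thus ranked above *Gli1* (percentile 78.1).

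**Figure D3:**
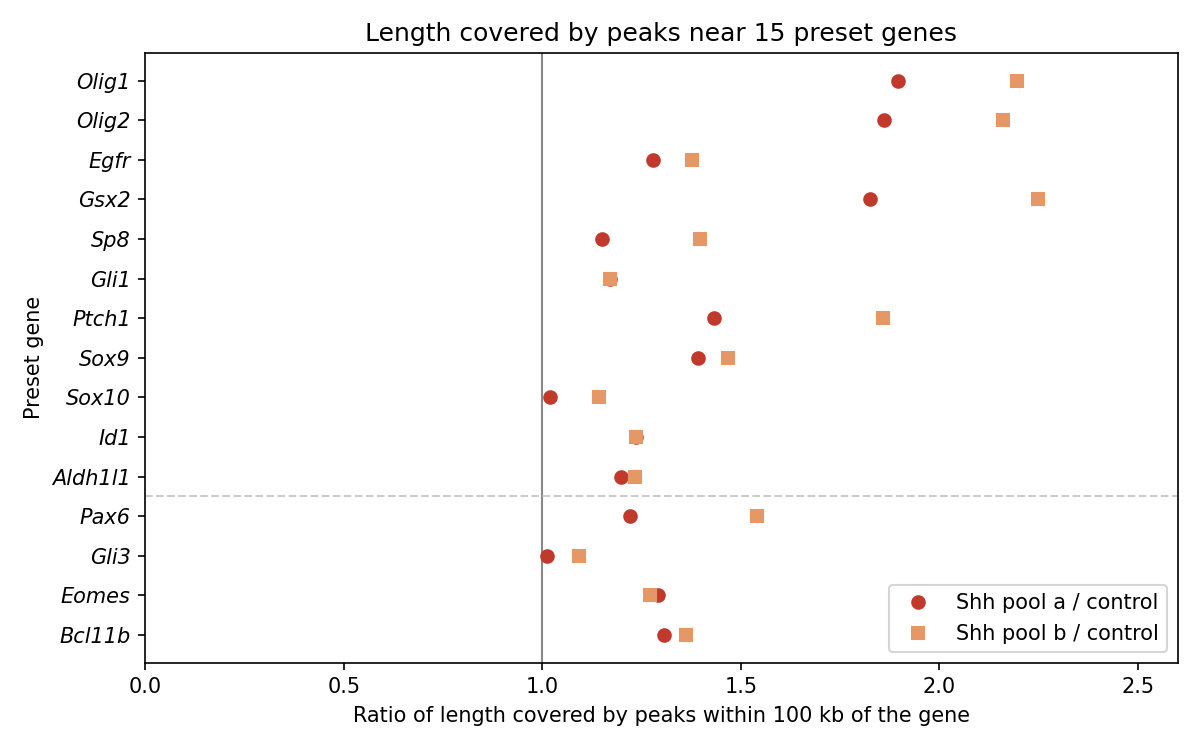
Each row is a preset gene, and points give the length covered by peaks within 100 kb of the gene in Shh pool a (circles) and Shh pool b (squares) divided by the control (x axis, ratio; the vertical line marks 1). *Olig1*, *Olig2* and *Gsx2* have ratios of 1.82 or more in both Shh pools. *Gli3*, with 1.01 and 1.09, and *Sox10*, with 1.02 and 1.14, lie closest to the control.

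Near the 11 genes linked to glial, interneuron or Shh target programs together, 23 of 153 regions were gained, or 15% (95% Wilson interval 10.2% to 21.5%), compared with 9.13% of all union regions. This share lay at percentile 99.7 among random lists of matched genes, whose median share was 8%. It rested on *Gsx2*. Without that gene, 11.4% of regions were gained, at percentile 90.9. The 8 gained regions near *Gsx2* fell to 4 within 50 kb and to 4 with peaks at the score ceiling only. Under the other alternatives their number ranged from 7 to 12. The 1 Mb window that holds *Gsx2* (chromosome 5, 75 to 76 Mb) was crowded with gained regions, at 11 of 44. Lost regions near the 11 genes (2.61%, percentile 39.5) were within the bulk of the random lists.

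In 2955 gained regions the highest peak of both Shh lists was at the score ceiling. Among them, the one with the longest mean covered length was on chromosome 6 at 6869095 to 6871089, 1.13 kb from *Dlx6*. It was covered over 1835 bp in Shh pool a and 1995 bp in Shh pool b. The next 4 were inside *Grik4* (chromosome 9, 42626232 to 42627673), inside *Myo3b* (chromosome 2, 70201937 to 70203238), 88.6 kb from *Gm815* (chromosome 19, 26977241 to 26978881) and inside *Tmem131l* (chromosome 3, 83903920 to 83905122). Among the 2548 such lost regions, the widest was on chromosome 7 at 38192536 to 38193709 (1174 bp), inside *1600014C10Rik*. The next 4 lay 5.78 kb from *Fzd3* (chromosome 14, 65185787 to 65186657), 3.06 kb from *2410141K09Rik* (chromosome 13, 66444181 to 66445048), 67.0 kb from *Ythdc2* (chromosome 18, 44956701 to 44957526) and 1235530 bp from *Tyrp1* (chromosome 4, 79597788 to 79598593). The region near *2410141K09Rik* lay in a window where lists of one treatment also differed.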

Values the study reported

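The study placed *Olig1* and *Olig2* 36 kb from each other on mouse chromosome 16. By ChIP-seq for Gli3, it reported 4,414 binding sites across the genome and 3 sites at the *Olig1* and *Olig2* loci, none of them at a promoter. From the ATAC-seq data used here, it reported increased accessibility with ShhN at *Olig1*, at *Olig2* and at the 3 sites.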

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

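The counts of gained and lost regions stayed within 1.5 times of 6383 and 4277 under the alternatives that kept both Shh lists. Leaving out 1 Shh list gave from 9809 to 12642 gained and from 6296 to 7225 lost regions. Those counts are larger because absence from, or presence in, a single Shh list then sufficed. The shares at gene ends kept their direction and significance under each alternative with a test, and leaving out 1 Shh list gave 7.79% to 8.38% of gained and 4.35% to 4.80% of lost regions.

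Taking the same number of peaks from each list moved the class percentages most. Gained regions fell from 58.0% to 48.6% of regions in exactly 2 lists, and lost regions rose from 32.1% to 41.8% of regions in exactly 1 list. The shift follows from shortening both Shh lists and not the control. With peaks at the score ceiling only, gained regions were 56.0% of regions in exactly 2 lists. Without unplaced contigs and the windows where pools of one treatment differed, they were 60.9%, as the construction of that setting favours. Lost regions were 33.0% of regions in exactly 1 list when absence required no peak within 500 bp.

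The percentage of shared peaks moved under 4 alternatives, and the Shh pair stayed highest in each. For the Shh pair, control with Shh pool a and control with Shh pool b, in that order, it was 88.2%, 85.1% and 83.8% with 50% overlap, and 89.9%, 86.9% and 85.9% with the 500 bp rule. It was 87.5%, 84.4% and 82.9% with peaks at the ceiling, and 89.4%, 86.0% and 84.6% without the windows and contigs. The rank correlation, in the same order of pairs, was 0.275, 0.296 and 0.223 with the same number of peaks, 0.401, 0.359 and 0.320 away from gene ends, and 0.405, 0.365 and 0.322 without the windows and contigs. With covered length it was 0.914, 0.883 and 0.877. The change of order with equal numbers of peaks came with the removal of low scores, which left more ties; the cause was not tested further.

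Near the 11 preset genes, the share of gained regions went from 15% to between 23.4% and 28.9% when 1 Shh list was left out, with percentiles of 99.6 and 100. With both Shh lists kept, it ranged from 11.8% with the 500 bp rule (percentile 97.3) to 17% within 50 kb (percentile 99.7). With peaks at the ceiling only it was 12.3%, at percentile 96.2. Of the 291 further values, 63 moved, most of them counts of 0 to 9 regions near single genes.

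The stricter threshold planned as the upper part of each list by score could not be set, because at least 82.8% of the scores of each list tie at the ceiling. The motif alternatives were not run. Depth limits both classes, since a shallower control library would also produce gained regions and a shallower Shh library lost ones. No paired analysis was possible because each list pools its libraries.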

Other observations

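The tests of the count of gained regions, of the piled-up windows and of chromosome X were chosen after the result was seen. The genes of the lists and the *Xist* test were chosen before those values were seen, but the comparison between the 2 gene lists, the weighing of carried-over cells and the rule for small differences at *Xist* came after.

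Gained regions outnumbered the larger class missing from 1 Shh list by 2.38 to 1. The greater length of the Shh lists does not account for all of it, because the ratio was 1.75 with the same number of peaks from each list. Called peaks near the threshold do not account for it either. The ratio was 2.65 among regions where the highest peak of each list with a peak was at the score ceiling. It was 2.39 among regions that each list with a peak covered over at least 500 bp. The score saturates, and the lists hold no value for a control signal just below the threshold, so a missed control peak stays possible in any region. Nor do windows crowded with gained regions, since leaving those gained regions out gave a ratio of 2.18. A library batch cannot be told apart from the treatment, since there was 1 control list and the ratio of 2.38 would look the same. A treatment effect stays open as a hypothesis on the same terms.

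Regions that differed between lists were not spread evenly. In 97 of the 2562 windows of 1 Mb that held a region, 10 or more regions shared a class other than that of all 3 lists, and in 48 of the 97 windows a class that splits the 2 Shh lists did so. In 4 of these windows, on chromosome 1 at 85 to 86 Mb and on 3 unplaced contigs assigned to chromosome 1, regions in all 3 lists were covered less than expected from the control in Shh pool a and more in Shh pool b, each beyond its 95% bootstrap interval, compared with 0 of 2068 windows outside the 48. Shh treatment with the same direction in both pools does not account for those 4 windows, which may hold copies of 1 locus. In the other 44 windows treatment cannot be told apart from differences between pools, because a change called in 1 Shh list only would also split the Shh lists, and in 9 of them, including the one that holds *Ptch1*, both Shh pools lay on the same side of the control. On chromosome 2 at 77 to 78 Mb, which holds *Cwc22*, 39 of 61 regions were in Shh pool a only. On chromosome 17 at 13 to 14 Mb, which holds the *Tcp10b* and *Smok2a* genes, 63 of 137 regions were in Shh pool b only. On chromosome 7 at 15 to 16 Mb, among *Obox* genes, 93 of 150 regions were in the control and Shh pool b only, and 37 were in the control only. Regions of the classes that split the Shh lists sat next to each other 1.61 times as often as when labels were shuffled within chromosomes. For lost regions the ratio was 1.83, compared with 1.27 for gained regions. Among the split classes it ran from 1.28 for control and Shh pool a only, near the gained value, to 2.24 for control and Shh pool b only. A candidate explanation is a difference in copy number between the pooled mice, which would raise or lower coverage over a whole segment. Reads shared between near-identical copies cannot be told apart from this, because both place such regions in gene families. Windows of gene families were taken as 1 Mb windows with 5 or more protein-coding genes whose symbols begin with the same letters. Placeholder symbols such as *Gm* meet this rule too, so such windows need not hold related genes. Of regions missing from Shh pool a only, 22.5% lay in these windows or on unplaced contigs, compared with 10.8% of regions in all 3 lists. The share was 11.1% for regions missing from Shh pool b only, 14.7% for regions in Shh pool b only and 9.83% for regions in Shh pool a only. The split classes were therefore not all above the regions in all 3 lists. For lost regions the share was 12.7%, and for gained regions it was 7.88%. Of the lost regions, 9.03% lay in windows with 10 or more of them and may be of this kind, compared with 8.35% of gained regions.

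Chromosome X held 1157 control peaks, 1069 in Shh pool a and 1439 in Shh pool b, or 2.03%, 1.80% and 2.30% of the lists, so the Shh pools lay on opposite sides of the control. Part of this came from the windows described above. Outside them, regions present in the other lists were still missing from Shh pool a more often on X (7.78%, 67 of 861) than on autosomes (4.50%), an odds ratio of 1.79 (two-sided Fisher's exact p = 2.34e-05), which argues against the windows as the whole cause. For Shh pool b the shares were 2.22% on X and 4.08% on autosomes. For the control they were 12.2% and 12.3%. These values are consistent with pools that differ in the sex of the embryos, with the fewest female cells in Shh pool a, a hypothesis that the labels leave open. At *Xist* (chromosome X, 103460373 to 103483233, with 10 kb on each side), a gene active in female cells, peaks covered 1677 bp in the control, 1641 bp in Shh pool a and 2742 bp in Shh pool b. The order was the one predicted, but control and Shh pool a differed by 2.15%, less than the median difference of 13.7% between these lists, so the test decided nothing for them. Chromosome Y, with 60, 60 and 55 peaks, did not separate the pools.

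Gained regions were frequent near 10 ventral telencephalon genes (*Dlx5*, *Dlx6*, *Gsx1*, *Lhx6*, *Lhx8*, *Nkx2-1*, *Nkx6-2*, *Sp9*, *Gad1* and *Gad2*). Of 96 regions, 21 were gained, or 21.9% (95% Wilson interval 14.8% to 31.1%), at percentile 100 among 10000 random lists with a median of 7.62%, none of which reached it. *Dlx5* and *Dlx6* share their regions, so the genes form 9 loci. Each locus had at least 1 gained region, and leaving out 1 locus at a time gave 19.3% to 24.4% (20% without *Dlx5* and *Dlx6*, percentile 99.9). Under the alternatives that kept both Shh lists the share ranged from 18.8% to 25%. Regions missing from 1 Shh list only were not enriched near these genes (percentile 22.9). That class needs a control peak, and regions in 1 Shh list only were not ranked near these genes. Loci without a control peak that vary between lists in general therefore stay possible. Gained regions were also somewhat frequent near the 11 excitatory genes (12.4%, percentile 96.9). The shares near the ventral and excitatory lists differed with a two-sided Fisher's exact p of 0.0398, but only 9 of the 20 tests that left out 1 locus stayed under 0.05 and the highest p was 0.174. A general gain near neural genes therefore cannot be told apart from a ventral program. Ventral cells carried into the Shh pools would leave the same 21 gained regions and cannot be told apart either, because the lists hold no value that separates cell types. A ventral program opened by Shh in cortical cells may explain the pattern, as a hypothesis.

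Lost regions were not frequent near excitatory neuron genes chosen in the same way. Near 11 of them (*Neurod2*, *Neurod6*, *Tbr1*, *Neurog2*, *Fezf2*, *Slc17a7*, *Emx1*, *Bhlhe22*, *Lhx2*, *Sox5* and *Tle4*), 4 of 194 regions were lost, or 2.06%, at percentile 9.70 among random lists. Regions in 1 Shh list only lay at percentile 42.2 there, and lost regions near the ventral genes were at percentile 43.5.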
